A study of Sus scrofa with 20 samples. Its data were reported in "Multi-Transcript Level Profiling Revealed Distinct mRNA, miRNA, and tRNA-Derived Fragment Bio-Signatures for Coping Behavior Linked Haplotypes in HPA Axis and Limbic System" (2021).

How the data were processed

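Gene expression was measured in the hypothalamus of 20 German Landrace pigs, 10 with a low-reactive (LR) and 10 with a high-reactive (HR) coping pattern, with 1 Affymetrix Porcine Snowball array per animal. The study selected the animals by coping behaviour and by haplotype at a region of chromosome 12, so the groups do not separate these. Coping pattern describes how an animal responds to a stressor, and the labels give the group of each animal. The labels do not state the sex of the animals or the hybridisation batch. Each array was taken as a separate animal, as the study describes individual samples on the arrays, and the replicate numbers only name the arrays.

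The deposited values are on the log2 scale. After scanning, the authors processed the arrays with GCOS 1.1.1 and normalised the values by the robust multichip average (RMA), which corrects background, equalises the distribution of values between arrays and summarises probes into probe sets. The study also removed probe sets that were not detected above background, but the deposited table holds all 47845 probe sets, so that filter was not applied to the values used here. Detection calls were not used here. RMA forces similar distributions on all arrays, so a change that moves most transcripts the same way cannot be seen, and signal from unspecific binding compresses the differences of dim probe sets.

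From these values, 123 control probe sets were set aside, and of the other 47722 the 50% with the higher mean over all arrays were kept, that is 23861 probe sets with a mean log2 value of at least 5.21. The platform annotation gave exactly 1 gene symbol to 26426 of the 47722 probe sets and none to the others, 0 had several, and 16415 of the kept probe sets were named. Of the 13755 array symbols, 13394 were found in the RefSeq annotation of Sscrofa11.1 and 264 others were updated through a synonym. Positions are those of Sscrofa11.1. Probe sets whose name ends in _s_st or _x_st can bind several transcripts, and their gene is uncertain.

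HR and LR were compared per probe set with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, coefficient HR minus LR), with Benjamini-Hochberg adjustment over the kept probe sets and a threshold of 0.05. Gene lists were tested with camera at a preset correlation of 0.01 between genes, on 10290 genes with the probe set of highest mean per gene, with adjustment over the 31 of 35 lists that had at least 5 measured genes. An estimated correlation and fry were run as alternatives. Differences of single values between the groups were tested by two-sided permutation tests with 100000 permutations. The genes between METTL16 and ATP1B2 on chromosome 12 were counted at an unadjusted p under 0.05 and set against all other genes by Fisher's exact test, and pairs of neighbouring genes among the 200 genes of smallest p were counted. The mean of the 69 background control probe sets, which match no known transcript, was used as the measure of unspecific signal of an array.

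The lists, the main tests and most alternatives were fixed before the data were examined, and tests chosen after the values were seen are named as such where they are given. Named genes are the 12 of smallest p in each direction, every kept probe set of 6 genes named by the study as hypothalamic markers, 2 to 4 members of smallest p from each list, a fixed set of stress axis and chromosome 12 genes, and the 4 genes of smallest p in the chromosome 12 interval. Alternatives covered the filter, a repeated quantile normalisation, centring, array weights, a rank test, covariates and leaving out each array. Covariates for the background and neuron markers, and the fits without arrays of extreme background, were chosen after seeing the data.

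The limma script was tested on simulated data made from the residuals of the kept 23861 probe sets with a random split of the arrays for HR against LR. It recovered 41% of 100 probe sets changed by 0.5 and 83% of 100 changed by 1 on the log2 scale, with 0 false calls. On simulated independent noise of the same size it recovered 34% and 83%, with 6 false calls, and the rank-sum test on the residuals recovered 26% and 76% with 0 false calls. All these figures come from 1 random split with 200 probe sets changed together. Other splits or fewer changed probe sets were not simulated. The number of arrays limits the precision, with a median 95% interval half-width of 0.29 log2 units per probe set.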

Results

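The hypothalamus, which directs the hormonal stress response, was profiled in 10 LR and 10 HR pigs to find transcripts that differ between the coping patterns. The median log2 value of the arrays lay between 5.14 and 5.26. The correlation between arrays over the kept probe sets lay between 0.643 and 0.985, with a median of 0.945 within groups and 0.942 between groups.

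No probe set passed the threshold between HR and LR animals, and the smallest adjusted p of limma was 0.861. At an unadjusted p under 0.05 there were 1091 probe sets, 289 higher and 802 lower in HR, where chance would give 1193 on average. Random splits of the animals gave a median of 402, so that average is not the count of a typical split. The real count lay between 517 (without HR replicate 5) and 2411 (without HR replicate 8) when 1 array was left out. The exact rank-sum test gave 874 at an unadjusted p under 0.05 and 0 past the threshold. At an unadjusted p under 0.01 there were 112 against 239 by chance on average. The 95% interval of the difference lay within 2-fold for 97.5% and within 1.5-fold for 77.6% of the kept probe sets. Of the 1091, 73.5% were lower in HR, against 85.6% with each array centred on its median, 92.7% in the brightest 25% of probe sets, 51.7% without a filter and 49.5% with array weights. When 1 array was left out, the percentage lay between 54.2% (without HR replicate 9) and 82.8% (without HR replicate 7).

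The genes of smallest p did not pass the threshold, and each had an adjusted p of 0.861. BST1, an ADP-ribosyl cyclase at the cell surface (chromosome 8, 11011131 to 11043622), had a mean log2 value of 7.63 ± 0.19 in LR and 7.08 ± 0.31 in HR (SD, n = 10), a difference of -0.55 ± 0.12 (SE) with an unadjusted p of 0.000120. TCP11L1 (chromosome 2, 27854394 to 27903166) differed by -0.45 ± 0.11, ABHD2 by -0.40 ± 0.11 and MRPL13, a mitochondrial ribosomal protein, by -0.41 ± 0.11. AGA, a lysosomal enzyme that cleaves glycoproteins, differed by -0.85 ± 0.23. MRAP2, an accessory protein of melanocortin receptors (chromosome 1, 53248311 to 53318111), differed by -0.44 ± 0.13. The insulin-like growth factor receptor IGF1R differed by -0.51 ± 0.15 in the probe set of smallest p among its 5 and by -0.06 ± 0.09 in its brightest. The others lower in HR were CCDC28A, B4GALT5, CAMK1D, MTHFD1L and FAM122B, between -0.43 and -0.28. In each of these 12 genes at most 1 of 10 HR arrays lay above the LR mean, which their choice by smallest p favours. Among genes higher in HR, SNX18, a sorting nexin of membrane traffic (chromosome 16, 33776964 to 33801391), had 7.48 ± 0.15 in LR and 7.82 ± 0.19 in HR, a difference of 0.34 ± 0.09 with an unadjusted p of 0.000846. SPATA13 differed by 0.48 ± 0.14, CD79B, a part of the B cell receptor, by 0.96 ± 0.31, and BLCAP by 0.73 ± 0.26. The differences of ANKRD23, FER1L4, MIR874, TNNT3, ALDH6A1, AAAS, SLC25A42 and STK19 lay between 0.26 and 0.48. In each of these 12 genes 8 to 10 of the HR arrays lay above the LR mean, again favoured by the choice, so neither count is further evidence. The probe sets of SNX18, AGA and BLCAP can bind several transcripts. Each value is that of the probe set of smallest p, and the brightest probe set had -0.20 ± 0.10 for TCP11L1, -0.10 ± 0.07 for ABHD2, -0.21 ± 0.15 for MRPL13, -0.09 ± 0.11 for AGA, -0.24 ± 0.09 for B4GALT5, -0.27 ± 0.09 for CAMK1D, 0.19 ± 0.13 for BLCAP, 0.07 ± 0.18 for TNNT3, 0.07 ± 0.13 for SLC25A42 and 0.17 ± 0.11 for STK19. For ALDH6A1 the brightest went the other way (-0.47 ± 0.21), as did the other 2 probe sets of SNX18 (-0.04 ± 0.09 and -0.37 ± 0.33). The 12 probe sets higher in HR had means from 5.35 (FER1L4) to 7.65 (SNX18). TNNT3 (5.37), CD79B (5.66, and 5.18 ± 1.02 in LR, SD) and AAAS (5.69) were also near the lowest kept mean of 5.21. So were MRPL13 (5.65) and TCP11L1 (5.70) among the 12 lower in HR, where IGF1R had 5.96. For the 12 higher in HR, r with the background control mean lay between 0.03 (MIR874) and 0.81 (STK19). For the 12 lower in HR it lay between -0.73 (IGF1R) and 0.19 (ABHD2).

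**Figure D1:**
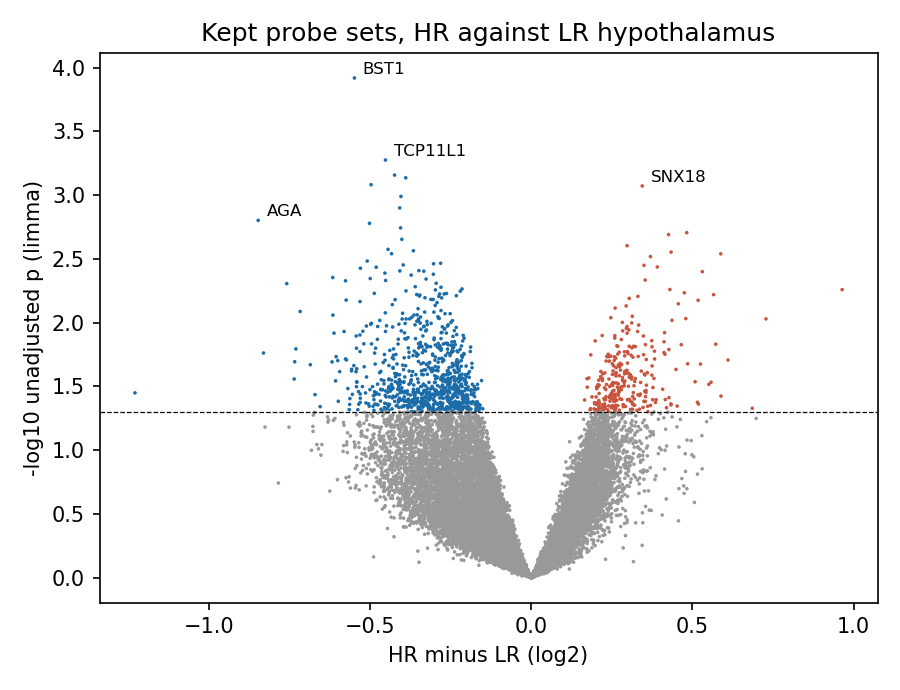
The horizontal axis is the log2 difference HR minus LR and the vertical axis the -log10 of the unadjusted p of limma for the 23861 kept probe sets, with the dashed line at 0.05. Points past that line are red where higher (289) and blue where lower (802) in HR, and none passed after adjustment.

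Genes of the stress hormone axis did not pass the threshold either. AVP (vasopressin) had a mean log2 value of 12.01 ± 0.43 and OXT (oxytocin) of 11.92 ± 0.40 over the 20 animals (SD), and the groups differed by -0.02 ± 0.19 and 0.01 ± 0.18 (SE). CRH, the releasing hormone of the axis, differed by 0.04 ± 0.10, the glucocorticoid receptor NR3C1 by -0.20 ± 0.25 and its co-chaperone FKBP5 by -0.34 ± 0.31. NR3C1 followed the background control mean of the arrays with r = -0.970. Of the 19 measured genes of the axis and glucocorticoid signalling, 0 were at an unadjusted p under 0.05, with SGK1 at -0.29 ± 0.14 and CPE at -0.21 ± 0.11. The 25 neuropeptide genes (TAC3 at 0.53 ± 0.29, PNOC at 0.34 ± 0.23), 22 monoamine genes (HTR7 at -0.19 ± 0.10, MAOA at -0.28 ± 0.14) and 12 GABA genes (GABBR2 at -0.32 ± 0.18, and -0.17 without LR replicate 3, GABRA3 at -0.34 ± 0.21) also had 0 at that level. The medians of these 4 lists were -0.01, 0.04, 0.03 and 0.00 and their camera adjusted p 0.907, 0.254, 0.644 and 0.981 in this order. In each of the 35 lists, 0 members passed adjusted over the list alone and 0 over all genes tested. With the background as a covariate 1 member passed over its list alone in inflammation, TLR2 (-0.66 ± 0.20, adjusted p = 0.0445), and 1 in striatum and pallium markers, PDE10A (-0.20 ± 0.06, adjusted p = 0.0332), and 0 over all genes.

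Of the 31 tested lists, 2 passed with the preset correlation and 0 with an estimated correlation or with fry. The estimated correlation between members was 0.18 for oxidative phosphorylation and 0.44 for hypothalamic transcription factors, against the preset 0.01. Random splits of the animals gave a median of 2 lists past the threshold with the preset. The 24 measured genes of oxidative phosphorylation, the mitochondrial energy pathway, had a median of -0.12 (camera adjusted p = 0.00710), with 21 lower and 3 higher in HR. ATP5A1 of the ATP synthase, at -0.23 ± 0.09, was the 1 member at an unadjusted p under 0.05, NDUFB3 of complex I had -0.27 ± 0.13, COX7C of complex IV -0.28 ± 0.15 and ATP5C1 -0.16 ± 0.09. The list mean was 8.78 ± 0.06 in LR and 8.67 ± 0.13 in HR (SD, n = 10, permutation p = 0.0119, adjusted p = 0.369 over the tested lists). The call ended with an estimated correlation (adjusted p = 0.932), fry (0.671) and the mean of all probe sets of a gene (0.0636). It also ended without LR replicate 5 (0.0552, median -0.11), HR replicate 6 (0.0655, median -0.12), HR replicate 9 (0.294, median -0.07) or the 7 arrays over 1 SD from the mean background (0.132, median -0.05). The difference of the list mean was -0.11 ± 0.05 over all arrays, -0.08 ± 0.03 without HR replicate 9 and -0.06 ± 0.03 without the 7 arrays (SE). These 7 are 5 HR arrays, HR replicate 9 among them, and 2 LR arrays, so that fit held fewer HR than LR arrays. With HR replicate 9 kept and the other 6 left out the adjusted p was 0.0535 and the median -0.13.

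The 23 measured transcription factors that mark hypothalamic regions had a median of 0.14 (camera adjusted p = 0.00710), with 19 higher and 4 lower in HR and 0 at an unadjusted p under 0.05. BSX had 0.24 ± 0.14 (0.16 without LR replicate 3), DLX1 0.23 ± 0.16, IRX3 0.20 ± 0.14 and HMX2 0.18 ± 0.11. The list mean was 6.75 ± 0.27 in LR and 6.87 ± 0.21 in HR (SD, n = 10, permutation p = 0.324) and followed the background control mean of the arrays (r = 0.812). The call ended with an estimated correlation (adjusted p = 0.932), fry (0.948) and without LR replicate 3 (0.222) or the 7 arrays over 1 SD from the mean background (0.902), where the difference of the list mean, 0.11 ± 0.11 over all arrays, was 0.04 ± 0.08 and -0.01 ± 0.08 (SE). LR replicate 3 is 1 of the 7 arrays, so the last 2 fits are not independent, and 5 of the 7 are HR. The call ended too with a covariate of the first component (0.0962, median 0.05), the background (0.100, median 0.05), the Y-linked list (0.0665, median 0.06) or the neuron markers (0.861, median 0.02).

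**Figure D2:**
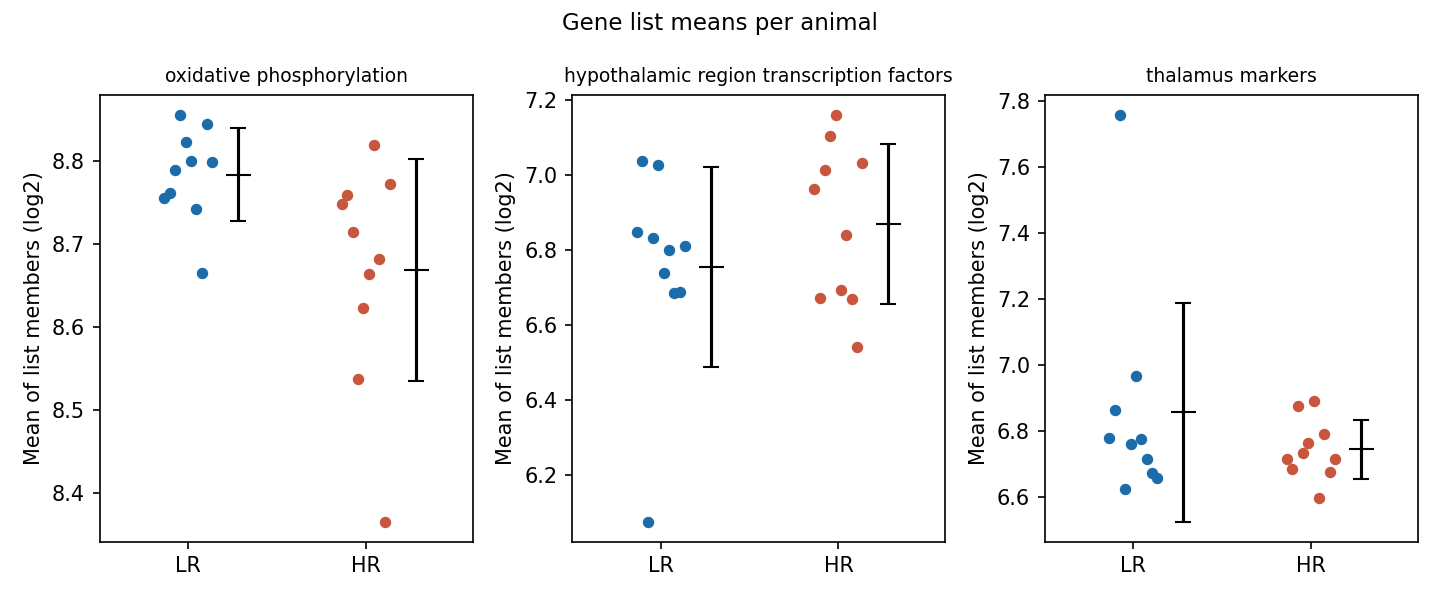
Each point is 1 animal and gives the mean log2 value of the measured members of a list, for LR and HR, and the black marks give the mean and SD. Oxidative phosphorylation was 8.78 in LR and 8.67 in HR, and 1 LR animal had 6.08 in hypothalamic transcription factors and 7.76 in thalamus markers.

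The remaining 29 lists did not pass. Of their medians, 13 changed sign and 7 shrank by over 1.5 times with the background as a covariate, and 2 to 7 changed sign when 1 array was left out (7 without LR replicate 3 or HR replicate 5). Heat shock and unfolded protein genes had 15 of 17 members lower in HR (median -0.10, camera adjusted p = 0.254), with HSP90AB1 at -0.28 ± 0.16, and the list followed the background with r = -0.870. Glutamate signalling had 2 of 27 members at an unadjusted p under 0.05, the receptor GRM8 at -0.27 ± 0.11 and the transporter SLC1A1 at -0.41 ± 0.18 (median -0.06), and without LR replicate 3 GRM8 had -0.19, the list median was 0.01 and the difference of the list mean -0.02 ± 0.05, against -0.07 ± 0.06 over all arrays. Insulin and IGF signalling had 3 of 21, among them IRS2 at -0.18 ± 0.08 and INSR at -0.38 ± 0.18 (median -0.06). The study linked some pathways to hypothalamic microRNAs, through predicted targets whose levels correlated negatively with the microRNA. That is not a comparison of HR with LR, and the lists here are not those targets, so they do not test its result. The lists for these pathways were semaphorin signalling with 1 of 39 (SEMA6A at -0.34 ± 0.13, median 0.05, and -0.03 with the background as a covariate), reelin signalling with 0 of 23 (RELN at -0.35 ± 0.18, median -0.10, and -0.03 with that covariate) and GP6 and collagen with 2 of 36 (BTK at -0.36 ± 0.16, LAMA1 at 0.17 ± 0.08, median 0.08). Their camera adjusted p were 0.644, 0.460 and 0.0856, and the last lay between 0.0185 and 0.294 when 1 array was left out, passing without LR replicate 2 (0.0185), HR replicate 4 (0.0438), HR replicate 5 (0.0452) or HR replicate 8 (0.0455). It was 0.932 with an estimated correlation, 0.948 with fry, 0.269 with the background (median 0.00) and 0.783 with the neuron markers as a covariate, and the GP6 and collagen list followed the background with r = 0.855. Inflammation had 1 of 13 (TLR2 at -0.61 ± 0.21, median -0.03), ribosomal proteins 1 of 31 (RPL24 at -0.17 ± 0.08, median -0.03) and the circadian clock 1 of 15 (NFIL3 at -0.30 ± 0.12, median -0.01). Immediate early genes (DUSP1 at 0.28 ± 0.15, median 0.01), interferon response (STAT2 at -0.20 ± 0.10, median -0.04) and cholesterol synthesis (SQLE at -0.39 ± 0.21, median 0.02) had 0. Among cell type and region markers, NEFH of neurons at -0.39 ± 0.16, FLT1 of endothelium at -0.21 ± 0.09 and PDE10A of striatum at -0.26 ± 0.09 were each the 1 member of its list at an unadjusted p under 0.05. The neuron list had 11 of 16 members lower in HR (camera adjusted p = 0.460, r = -0.745 with the background), with a median of -0.16 over all arrays, -0.05 without LR replicate 3 and -0.08 with the background as a covariate. The striatum and pallium list had, against PDE10A, 6 of 8 higher (median 0.11, and 0.00 with that covariate, camera adjusted p = 0.528, r = 0.945 with the background). Markers of oligodendrocytes, their precursors, astrocytes, microglia, pericytes, meninges, ependyma, choroid plexus and thalamus had 0, with camera adjusted p between 0.528 and 0.907. Median, mean and test differed in sign for GABA signalling, cholesterol synthesis and the markers of oligodendrocyte precursors, astrocytes, endothelium, pericytes and choroid plexus.

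The 6 genes named by the study as hypothalamic markers from these animals, a list that is not independent evidence here, had 17 kept probe sets. None passed adjusted over the list alone (smallest adjusted p = 0.218) or over all kept probe sets. CBL, a ubiquitin ligase of receptor signalling, had 2 of 3 probe sets at an unadjusted p under 0.05, with -0.44 ± 0.18 and -0.27 ± 0.11, while its brightest probe set had -0.01 ± 0.10. The 4 probe sets of NECTIN1 (PVRL1), an adhesion protein, lay between 0.01 and 0.16, and the 5 of ANXA11 between -0.09 and 0.10. The study relates CBL and PVRL1 in the hypothalamus to the LR group. It selected markers in a joint analysis of mRNAs, miRNAs and tRNA fragments, which is not the test of single probe sets used here. The NECTIN1 values, slightly higher in HR, go the other way, with none at an unadjusted p under 0.05. TTC39B had -0.29 ± 0.33 and 0.01 ± 0.25, ATAT1 0.11 ± 0.14, and TMEM219 0.09 ± 0.13 and 0.09 ± 0.12. Each of the 17 probe sets followed the background control mean, with r between 0.617 and 0.970 in size. The first TTC39B probe set had r = -0.970, and the 2 CBL probe sets at an unadjusted p under 0.05 had -0.759 and -0.705.

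The animals were selected for extreme coping behaviour early in life and for their haplotype at a region of chromosome 12. The interval from METTL16 to ATP1B2 (48491254 to 52932638) held 83 measured genes. Of these, 3 (3.61%) were at an unadjusted p under 0.05, against 425 of 10207 other genes (4.16%, Fisher's exact test p = 1). MIR324 (0.31 ± 0.12), LOC100516152 (0.30 ± 0.12) and GLTPD2 (0.29 ± 0.12) were these 3, followed by SLC2A4, a glucose transporter, at 0.24 ± 0.12, and none passed adjusted over the list alone (smallest adjusted p = 0.819). ATP1B2, a subunit of the sodium pump (chromosome 12, 52925697 to 52932638), differed by 0.08 ± 0.10, MPDU1 (chromosome 12, 52878924 to 52882854) by 0.06 ± 0.18 and the RNA methyltransferase METTL16 (chromosome 12, 48491254 to 48567253) by -0.22 ± 0.24. Each is the brightest of the kept probe sets of its gene, which number 2, 2 and 3 in this order. METTL16 followed the background control mean with r = -0.933. Among the 200 genes of smallest p there were 9 pairs of neighbours, such as ATP5A1 and HAUS1 on chromosome 1 and MRPS16, ANXA7 and PPP3CB on chromosome 14.

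The first principal component held 64.7% of the variance, and its score correlated with the background control mean (Pearson r = 0.982, Spearman rho = 0.949, permutation p = 1e-05 for both, the smallest these permutations can give). The correlation was 0.979 without the 2 arrays farthest from the median, 0.966 within LR and 0.988 within HR. The background mean was 4.01 ± 0.17 in LR and 4.09 ± 0.26 in HR (SD, n = 10, permutation p = 0.399). Of the kept probe sets, 81.1% had a correlation over 0.5 in size with the component.

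**Figure D3:**
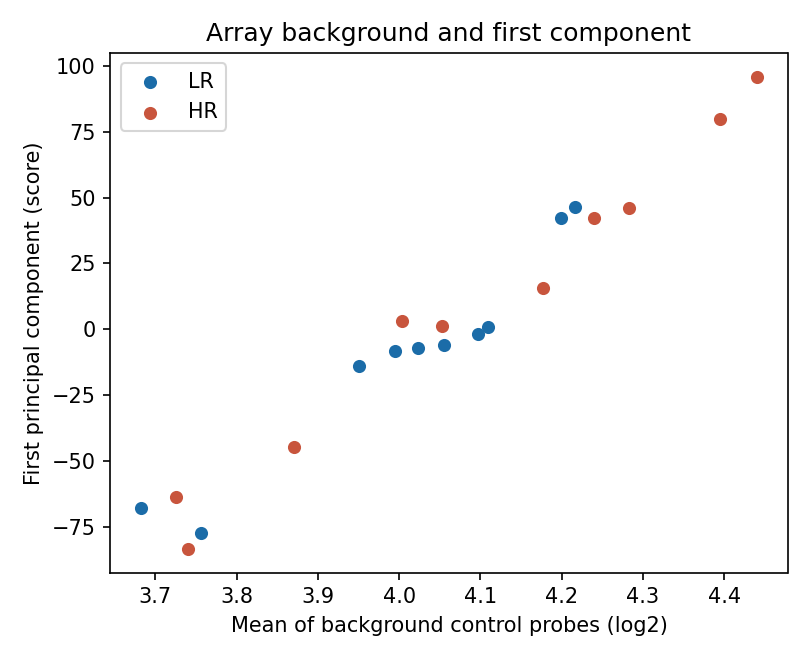
The horizontal axis is the mean log2 value of the background control probe sets of an array and the vertical axis its score on the first principal component, with 1 point per animal. LR and HR arrays lie along the same line (r = 0.982).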

Values the study reported

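The study reported 10,795 hypothalamic mRNAs left after filtering. In its joint analysis of mRNAs, miRNAs and tRNA fragments, correlations between the RNA types in the hypothalamus lay between 0.82 and 0.89.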

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

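The tests on the first component, on the background for oxidative phosphorylation and on LR replicate 3, the count of splits for probe sets past the threshold, and the comparison of splits with the first component, were chosen after the results were seen. Of 312 groups of 10 values examined for an array standing apart, 30 had one, where chance gives about 1 in 20.

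LR replicate 3 was the lowest LR array, apart from the others, in hypothalamic neuropeptides (7.36), hypothalamic region transcription factors (6.08), ependymal and tanycyte markers (6.85), insulin and IGF signalling (7.27), ANXA11 (6.31), LAMA1 (5.63), VIM (9.93) and BSX (5.47). It was the highest in thalamus markers (7.76), neuron markers (10.19), glutamate signalling (8.41), circadian clock genes (7.79), GABBR2 (11.80), GRM8 (7.28), TCF7L2 (10.31), RORA (9.07) and PDE10A (7.88). Of all 20 arrays it was the highest in 6 of the 10 measured thalamus markers, such as SLC17A6 (8.57, at most 7.23 in the others), and the lowest in 14 of the 23 hypothalamic transcription factors. The glutamate, circadian and hypothalamic transcription factor lists each share 1 gene with the thalamus list.

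Background signal was argued against for this array, since its thalamus mean of 7.76 lay above the 99% prediction interval from the background mean of the other 19 arrays (6.43 to 7.05). Thalamus tissue in the dissected piece is a candidate explanation, as the array was also the highest of all 20 in 5 of 11 measured thalamus genes outside the fixed lists, which were chosen after the pattern and before their values were seen. These 5 were NTNG1 (11.68, at most 9.49 in the others), ZIC1 (9.96, at most 9.21), PTPN3 (9.40, at most 7.87), CACNA1G (8.06, at most 7.66) and RGS16 (at most 8.86 in the others), while LHX2 was the lowest of all arrays (6.31). A difference of this animal itself stays open and was not tested.

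The first component followed the background control mean over all arrays (r = 0.982), within LR (0.966) and within HR (0.988). Unspecific signal is a candidate for its source. Oligodendrocyte against neuron content was argued against, since oligodendrocyte markers had r = 0.00154 with the component while neuron markers had r = -0.766. Coping pattern stays open, since the group difference of 0.37 SD had an interval from -0.58 to 1.32 (permutation p = 0.421).

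The oxidative phosphorylation list had a median of -0.12, and -0.10 with the neuron marker mean as a covariate. That mean followed the background (r = -0.745) and stood apart in LR replicate 3, so it is no clean measure of neuron content and this fit cannot decide on that cause. Background as the whole cause was argued against, since the median was -0.13 with the background mean as a covariate, although its size rested in part on HR replicate 9 (-0.07 without it). Of 100 splits of the animals, 1, the real split, gave a list mean difference as large as 0.115, and the highest other was 0.112. The list was 1 of 31, though, and 55 of the 100 splits gave at least the real 2 lists past the threshold. The other splits had a median of 2 and at most 8, so 2 lists is what a random split typically gave, and chance could not be excluded for the number of lists. Coping pattern stays open and was not tested apart from the groups themselves.

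A count of 0 is reached by every split, so for the 0 probe sets past the threshold the 100 of 100 splits say nothing about chance. Of the 100 splits, 1 had any probe set past the threshold, with 12069, and its groups differed by 1.21 SD in the first component, the most of the 100 splits (0.37 SD in the real split). For the following counts chance could not be excluded. The 1091 probe sets at an unadjusted p under 0.05 were reached by 22 of the 100 splits, with at most 14627 in another and a median of 402. A share in one direction as large as the real 73.5% was reached by 36 of the 100 splits, with at most 88.8% in another and a median of 67.3%. With the background as a covariate 70.4% of such probe sets were lower in HR, between 58.8% and 74.0% when 1 array was left out. The 3 genes of the chromosome 12 interval were reached by 29 splits, with at most 59 in another, and the 9 neighbouring pairs by 14 splits, with at most 14 in another.

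Other arrays stood apart from their group in single values. HR replicate 2 was high in the interferon response (7.59) and STAT2 (8.55). LR replicate 5 was high in pericyte and smooth muscle markers (7.07) and ACTA2 (8.96) and low in SLC1A1 (8.92). HR replicate 9 was low in monoamine genes (6.18) and ACTA2 (7.04), and HR replicate 8 low in RAX (4.81). LR replicate 6 was low in a CBL probe set (8.10) and LOC100516152 (4.59) and high in GHRHR (6.21), LR replicate 2 low in another CBL probe set (6.10), and LR replicate 9 high in GH1 (6.04).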

How the results depend on the processing

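The covariates of background and neuron markers and the fits without arrays of extreme background were chosen after seeing the data. The count of probe sets past the threshold was 0 under each alternative run and between 0 and 0 when each array was left out, and the smallest adjusted p was 0.0509, with array weights. At an unadjusted p under 0.05 there were 1091 of 23861 probe sets, against 2180 of 47722 with no filter and 600 in the brightest 25%. Other numbers of probe sets were tested there, so these counts alone do not show a dependence on the filter. The 1091 moved by over 1.5 times with array weights (1997). They also did with the first component (2251), the Y-linked list (1925), the background (1882) or the neuron markers (535) as a covariate. Without the 7 arrays over 1 SD from the mean background there were 522. The count moved as far without LR replicate 4 (668) and HR replicates 3 (701), 4 (542), 5 (517), 6 (1781), 8 (2411), 9 (1876) and 10 (654). The 2 gene lists past the threshold became 0 with an estimated correlation, 0 with the fry directional test, and 1 with the mean of all kept probe sets of the gene (the transcription factors). They became 1 (oxidative phosphorylation) with the first principal component, the Y-linked list mean, the background control mean or the neuron marker mean as a covariate. Without the arrays over 1 SD from the mean background 1 list passed, and it was neither of the 2 but immediate early genes, lower in HR (adjusted p = 0.00372). That list followed the background (r = 0.921), was higher in HR over all arrays (median 0.01), and had an adjusted p of 0.947 with an estimated correlation and 0.933 with fry in the same fit. With HR 9 kept among those arrays it was also 1, the same list (0.00217, and 0.988 and 0.664 by those tests), and the transcription factors were lower in HR (median -0.05). When each array was left out, between 1 and 3 lists passed. The Y-linked list rests on EIF1AY alone, which followed the background (r = -0.969). In the chromosome 12 interval, 3 of 83 genes became 8 of 132 with the interval extended on both sides by 1 Mb (Fisher's exact test p = 0.267). With no filter they became 7 of 107 (Fisher's exact test p = 0.230). The 9 neighbouring pairs became 3 with 100 genes and 27 with 400 genes, as fewer or more genes were taken. Of 122 named probe sets, 0 passed under any alternative, and up to 28 changed sign (without the arrays over 1 SD), 0 of them among the 43 at an unadjusted p under 0.05. The cause of the other changes was not tested. Signal near the background limits the dim probe sets.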

Other observations

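The tests in this part were chosen after the values were seen. The adjusted p cover only the 4 relations given, chosen among 25 measured neuropeptide genes, and do not account for that choice. Among 20 animals, the neurohypophysial hormones AVP and OXT varied together (Pearson r = 0.922, Spearman rho = 0.880, permutation p = 1e-05 for both, the smallest these permutations can give, adjusted p = 4e-05 over 4 relations). The correlation was 0.876 without the 2 arrays farthest from the median, 0.789 within LR and 0.958 within HR. Background signal is unlikely as the whole source, since the partial correlation given the background mean was 0.896 (permutation p = 1e-05, also the smallest possible).

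PMCH, the melanin-concentrating hormone of the lateral hypothalamus, went against AVP (r = -0.646, permutation p = 0.00240, adjusted p = 0.00320, rho = -0.605, permutation p = 0.00569). It was -0.594 without the 2 farthest arrays, -0.446 within LR, -0.708 within HR and -0.518 given the background (permutation p = 0.0190). A yield of RNA shared by all neuropeptide genes would need a positive correlation, so the value of -0.646 argues against it. A different share of the hypothalamic nuclei in each dissected piece may be an explanation and was not tested. PMCH and HCRT had r = 0.120 (permutation p = 0.616, rho = 0.102, permutation p = 0.667, without the 2 farthest 0.168, 0.448 within LR and 0.0115 within HR) and a partial correlation of 0.748 given the background (permutation p = 0.000160, adjusted p = 0.000320). GHRH and AGRP had r = 0.661 (permutation p = 0.00146, adjusted p = 0.00292, rho = 0.486, permutation p = 0.0312). It was 0.768 within LR, 0.514 within HR, 0.402 without the 2 farthest arrays and 0.273 given the background (permutation p = 0.246).

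Lists with under 5 measured genes were not tested. The 3 measured pituitary genes had a median of 0.03 (GHRHR at 0.19 ± 0.10, GH1 at -0.06 ± 0.17, SE, and 0.03 without LR replicate 9 or 0.02 without HR replicate 8) and the 3 blood genes 0.11 (HBB at 0.12 ± 0.21, ALAS2 at 0.11 ± 0.16).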
